A study of Rattus norvegicus with 2 samples.

How the data were processed

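The series holds a chromatin immunoprecipitation sequencing (ChIP-seq) experiment in primary vascular smooth muscle cells (VSMCs) of the rat, the contractile cells of the vessel wall, here in culture. Chromatin was crosslinked with formaldehyde and sonicated, and most of it was precipitated with an antibody against ZHX2, a transcription factor with zinc fingers and homeoboxes, per the labels' protocols. The remainder was kept as input. There was 1 library of the ZHX2 immunoprecipitation (IP) and 1 input library. The file analysed here is the peak list of the IP library; reads and signal of either library were not used here.

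The labels state no aligner, no peak caller, no filter and no genome build. The deposited file has no header and follows the 10-column narrowPeak layout written by the peak caller MACS. Per peak it gives a fold enrichment, which is a ratio at the summit over the local background by the authors' caller. It also gives the −log10 of the caller's p-value and of its q-value, as the authors deposited them, and the distance of the summit from the peak start in bp, another deposited column. The deposited score column equals the whole part of 10 times the −log10 q in 100% of peaks and was not used further. Peaks carry no strand, and no replicates were pooled because 1 IP library is listed. Positions are given below as chromosome, first base and last base counted from 1, on the authors' build, which is not stated.

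The build was compared with the gene table of the GRCr8 rat assembly, the reference at hand. On 12 chromosomes, 78 peaks ended past the last GRCr8 gene, and on 9 chromosomes, 61 peaks did so by more than 1 Mb. The peak list was therefore not placed on GRCr8, and no gene, promoter, sequence or motif was assigned to any peak. The planned results on promoters, exons, introns, distance to transcript starts, GC content, repeats, motifs, fixed gene lists and strength by position class were not computed for this reason. In place of chromosome lengths, which were not used here, densities were taken over the length from the first base of a chromosome to its last peak end, which is a lower bound of the chromosome length.

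Depth is not stated, so it was sought in the values. Under the formulas of MACS, the fold is (x + 1)/(b + 1) and the p-value is a Poisson upper tail of the whole part of x over b. In these formulas x is the number of IP tags over the summit times a scaling factor, b is the local background in control tags, and the pseudocount is 1. A tag is 1 read or fragment as the caller counted it; which of these was counted is not stated. The factor was found from 131 groups of peaks tied in p, and then each peak's fold and p were solved for a whole number of tags. A factor of 0.193 gave a whole tag count reproducing both values for 2331 of 2331 peaks. With p-values shuffled between peaks in 5 shuffles, between 1.33% and 1.93% of peaks matched. The 11 other whole parts tried for the inverse of the factor matched at most 5.33% of a subset of 150 peaks. For 7 peaks more than 1 tag count matched, and the one whose background lay on a level described next was kept. The recovered backgrounds were classed as whole control tags over the summit, as multiples of the smallest peak width (211 bp) divided by 1000 or by 10000, or as the lowest value found. In MACS the multiples stand for control tags in windows of 1000 bp and 10000 bp. Of the recovered backgrounds, 100% lay on these levels, against at most 54.35% for 40 other widths up to 20 bp away. A level that both windows can give was assigned to the window of 1000 bp, which gives the wider interval. The recovery was tested on simulated data with 3 lists of 2331 peaks each, where at least 99.7% of tag counts were recovered, and where unrelated pairs of fold and p matched in 0.644% of cases. The recovered tags rest on the MACS formulas and were not read from a sequence file.

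The IP to control ratio without the pseudocount is the scaled number of IP tags divided by the background. Its exact 95% interval came from the Clopper-Pearson interval of the IP tags among IP and control tags. At the lowest background it came from the Poisson interval of the IP tags alone. These intervals cover counting error only, for a pair of libraries, and not the fact that a summit is the highest point of its peak. They use only the control tags of the window that set the background. Some upper limits therefore imply a background below the lowest value found, 0.108. Medians carry the 95% interval from order statistics, and shares on chromosomes the exact Clopper-Pearson interval at 95%. Spacing of summits was compared with 1000 sets of random positions, with as many on each chromosome as observed, and is given with the range from the 2.5 to the 97.5 percentile. The spacing measure was tested on simulated data as well: planting 9.95% of positions in pairs raised the share near another position from 2.36% to 11.97%. No p-value was computed, since each group has 1 library and peaks are not replicates.

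The rule for naming peaks was fixed before the data were examined: the 10 peaks with the highest −log10 q on assembled chromosomes, with promoter peaks and listed genes left out here for want of a build. The alternatives fixed at the same time were a −log10 q of at least 5, the 25% of peaks with the highest fold, and counting peaks within 1000 bp of each other as a single peak at the summit with the highest −log10 q. The tag recovery, the spacing of summits and their alternatives were added after the data had been seen. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.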

Results

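Binding of ZHX2 in cultured rat VSMCs was mapped by ChIP-seq in 1 IP library with 1 input library from the same kind of cells. The experiment has no replicates, so no spread between libraries could be measured, and every value below describes this pair of libraries. The question the design addresses is where in the genome ZHX2-precipitated DNA was enriched over the background.

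The authors' list contained 2331 peaks, none overlapping another, which together covered 758 kb. The median peak width was 295 bp, with quartiles of 246 and 370 bp and a range from 211 to 1153 bp. The authors' fold enrichment had a median of 7.18 (95% interval of the median, 7.07 to 7.26) and ranged from 3.53 to 29.6. A fold of at least 5 was reached by 2196 peaks (94.2%), a fold of at least 10 by 464 peaks (19.9%) and a fold of at least 20 by 25 peaks (1.07%). The −log10 q had a median of 6.80 and ranged from 1.60 to 62.6. At a −log10 q of at least 5, 1613 peaks (69.2%) remained, and of the alternatives to the full list the 25% of peaks with the highest fold moved the median fold most, to 11.6. Summits lay at a median of 49.0% of the peak width from its start, with quartiles of 40.9% and 56.6%.

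The p-values of the list were strongly tied. There were 352 distinct −log10 p values, and 2184 peaks shared theirs with another peak. The commonest, 8.69, was held by 115 peaks whose folds took 6 values between 5.43 and 6.31. These ties allowed the numbers of tags behind the peaks to be recovered under the formulas of the peak caller MACS. A single scaling of the IP by 0.193 accounted for fold and p of all 2331 peaks, which means that the IP held 5.18 tags for each control tag and was scaled down to the control. The labels do not state which library was the control; the input is the only other library of the series.

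At the summit, peaks held a median of 56 IP tags before scaling (95% interval of the median, 55 to 58), with quartiles of 39 and 78 and a range from 19 to 290. The control was sparse. The lowest background, 0.108 control tags over a position, corresponds to 0.513 control tags per kb, and at the IP's depth to 0.560 IP tags over a position. This background was used for 344 peaks (14.8%). For 294 peaks (12.6%) the background came from control tags in 10000 bp, for 1057 peaks (45.3%) from control tags in 1000 bp, and for 636 peaks (27.3%) from control tags over the summit itself. A single control tag over the summit set the background of 448 peaks. The background of 404 more equalled that of a single control tag in 1000 bp, which is also that of 10 tags in 10000 bp; the neighbouring levels of 9 and 11 tags in 10000 bp held 23 and 25 peaks. At least 3 control tags lay over the summit in 50 peaks, and the highest number was 6.

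Without the pseudocount, the depth-scaled IP to control ratio at the summit had a median of 26.1 (95% interval of the median, 24.4 to 27.5) and ranged from 4.35 to 199. The deposited folds are lower because the pseudocount of 1 was added to a scaled IP signal and to a background that was mostly below 1. Scaling the control up instead and keeping the pseudocount gave a median fold of 16.3. The exact interval of the ratio had a lower limit above 1 in all 2331 peaks, above 2 in 2115 peaks and above 5 in 1483 peaks (63.6%). Listed peaks had already passed the caller's test of these tags against this background. A lower limit above 1 was therefore favoured by that selection. The intervals were wide: the upper limit was a median of 31.2 times the lower limit. By construction, the spread of fold at a given number of IP tags follows the background, since each background was solved from fold and tags. The plot of fold against tags shows the levels recovered.

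**Figure D1:**
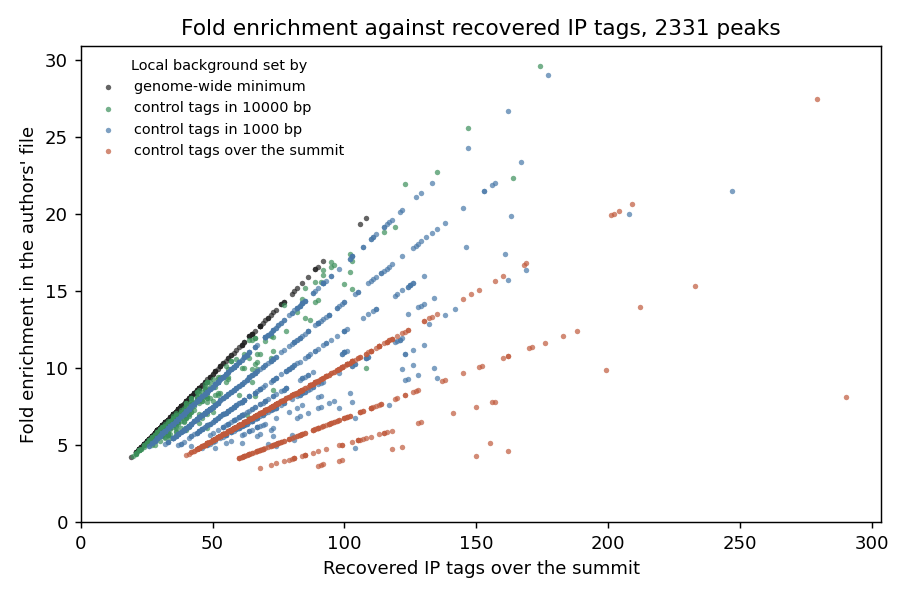
Each point is 1 of the 2331 peaks of the single ZHX2 IP library; the horizontal axis gives the recovered IP tags over the summit (number of tags, before scaling) and the vertical axis the authors' fold enrichment (ratio, no unit), with colours for what set the local background. By the formula used to recover the background, the points fall on straight lines, 1 for each background level. A peak with 290 tags had a fold of 8.15 and a peak with 174 tags a fold of 29.6.

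The 10 peaks with the highest −log10 q lay on 8 chromosomes. Their folds ranged from 20.04 to 29.6, their −log10 q from 42.5 to 62.6, their widths from 366 to 703 bp and their IP tags at the summit from 147 to 279. The highest −log10 q, 62.6, belonged to a peak on chromosome 19 from 41894739 to 41895441 with its summit at 41895144, a fold of 27.4 and 279 IP tags. Its background was 1 control tag over the summit, so that its IP to control ratio was 53.9 with an exact interval from 9.59 to 2136. A second peak on chromosome 19, from 39646521 to 39646906, had a −log10 q of 56.4, a fold of 29.1 and 177 IP tags over a background of 1 control tag in 1000 bp, giving a ratio of 162 with an exact interval from 28.7 to 6437. The highest fold of the list, 29.6, was that of a peak on chromosome 12 from 48627071 to 48627522, with 174 IP tags and a −log10 q of 57.5. Its background came from 8 control tags in 10000 bp, and its ratio was 199 with an exact interval from 98.9 to 469. The intervals of these 3 ratios overlap, so the order of the 3 peaks by ratio was not resolved at this depth.

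The other 7 peaks of this group were on chromosome 1 from 123064644 to 123065009, on chromosome 13 from 103300581 to 103301009, on chromosome 4 from 157554387 to 157554911 and from 27071072 to 27071486, on chromosome 16 from 21275071 to 21275534, on chromosome 18 from 413494 to 414015, and on chromosome 2 from 119139309 to 119139961. Across the 10 peaks, the lower limit of the ratio lay between 7.17 and 98.9. Ordering by fold instead of −log10 q kept 7 of the 10, and ordering by IP tags kept 4. The peak with the most IP tags, 290, lay on chromosome 4 from 77447909 to 77448379 and was singled out after its value was seen. It had a fold of 8.15 and a ratio of 9.34 (exact interval, 4.24 to 25.7) because 6 control tags lay over its summit. At the other end of the list, 2 peaks shared the lowest −log10 q, 1.60, and were also singled out after their values were seen. The peak on chromosome 1 from 201941825 to 201942035 had 40 IP tags, 1 control tag over the summit and a ratio of 7.73 with an exact interval from 1.31 to 313. The peak on chromosome 18 from 27423873 to 27424174 had 41 IP tags, 1 control tag over the summit and a ratio of 7.92 with an exact interval from 1.34 to 320.4.

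Peaks were found on all 20 autosomes (2302 peaks), on chromosome X (28 peaks) and on 1 unplaced scaffold (1 peak). The list held 0 peaks on chromosome Y and 0 on the mitochondrial genome; whether reads from these were kept is not stated. Over the length up to the last peak, the autosomes together had 0.886 peaks per Mb. The densest were chromosome 12, with 93 peaks and 1.77 per Mb, and chromosome 10, with 188 peaks and 1.69 per Mb. Chromosome 12 held 2.09 times its even share of peaks (exact interval, 1.70 to 2.55) and chromosome 10 held 2.003 times (1.74 to 2.30). The sparsest autosome was chromosome 15, with 59 peaks, 0.536 per Mb and 0.634 times its even share (0.484 to 0.815). In all, the exact interval lay above an even share for 7 chromosomes, below it for 5 and across it for 9. Intervals by chromosome treat peaks as independent and may be too narrow, since summits lay close together as described below. No allowance was made for the number of chromosomes. Some calls were marginal, with a lower limit of 1.01 for chromosome 1 and an upper limit of 0.992 for chromosome 4. Of the alternatives, restricting the list to the 25% of peaks with the highest fold moved the shares of chromosomes 12 and 15 most, to 2.61 and 0.473. None of the alternatives changed the direction for chromosomes 10, 12, 15 or X.

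Chromosome X had 0.176 peaks per Mb (exact Poisson interval, 0.117 to 0.254), below every autosome and lower than the autosomes together by a factor of 5.05. Its share was 1.20% of the peaks on assembled chromosomes (exact interval, 0.800% to 1.73%) for 5.78% of the length, or 0.208 times an even share (0.138 to 0.299). The X peaks held a median of 39.5 IP tags (95% interval of the median, 33 to 54) against 57 on the autosomes (55 to 58), so the intervals did not overlap. Their median fold, 6.67 (5.78 to 8.005), differed from that of autosomal peaks, 7.18 (7.07 to 7.27), by less than the interval. The lowest background applied to 11 of the 28 X peaks, or 39.3% (exact interval, 21.5% to 59.4%), against 14.4% of autosomal peaks. The labels do not give the sex of the animals, and the depth on X relative to the autosomes was not measured.

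**Figure D2:**
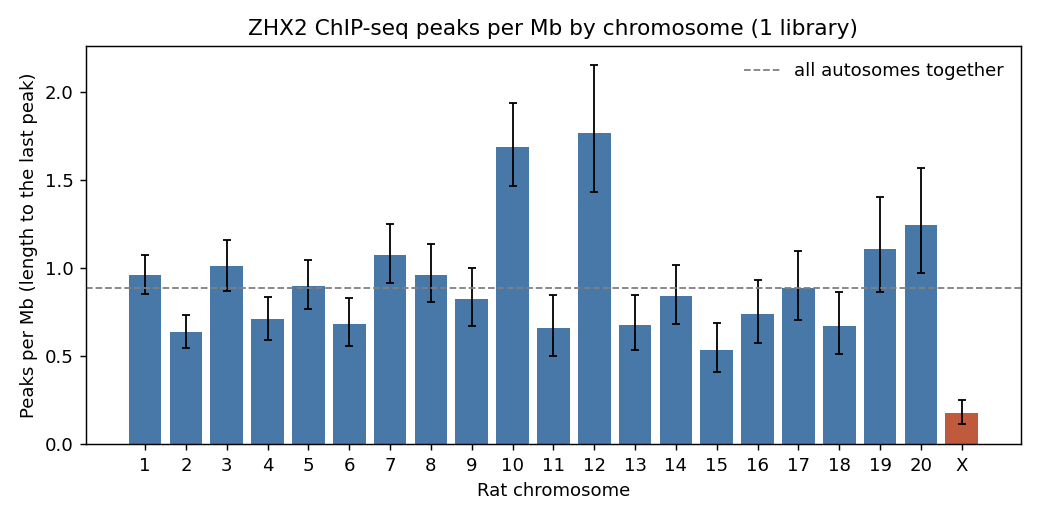
Bars give the number of peaks per Mb of each rat chromosome, over the length up to its last peak, in the single ZHX2 IP library; error bars are exact 95% binomial intervals of the chromosome's share of peaks, and the dashed line is the value of all autosomes together, 0.886 per Mb. Chromosomes 10 and 12 stand highest at 1.69 and 1.77 peaks per Mb, and chromosome X lowest at 0.176.

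Summits lay closer together than positions scattered at random along the same chromosomes. Another summit lay within 10000 bp of 190 summits (8.15%), against a median of 1.89% in 1000 random sets (1.20% to 2.58%). Counting peaks within 1000 bp of each other as a single peak left 2291 peaks, of which 4.93% had a neighbour within 10000 bp, against 1.83% at random (1.14% to 2.66%). When the random sets kept the broad density of peaks, by moving each summit by up to 500000 bp, the full list still lay above them, at 8.15% against 4.38% (3.22% to 5.62%). With both changes the share of 4.93% lay within the random range, which had a median of 4.15% (3.14% to 5.37%). Summits near another one had a median fold of 7.33, against 7.17 for the others, and the same median background of 0.422 control tags.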

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

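Of 49 values recomputed under an alternative, 24 stayed within the counting interval of the reported value or within 1.5 times a reported count. The other 25 moved further. Only the chromosome shares and the spacing of summits have a direction, and none of these reversed. The excess of close summits fell within the random range when merging peaks within 1000 bp was combined with moving summits by up to 500000 bp. Alternatives on the spacing of summits, on tags, on ratios, on the order of the named peaks and on the span of chromosomes were chosen after the data had been seen. No test threshold applies, since no p-value was computed. For all moves below, the cause was not tested unless the alternative's own construction gives it.

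A −log10 q of at least 5 removes weak peaks by construction. It raised the median width to 324 bp, the median fold to 8.21, the median −log10 q to 9.06 and the median IP tags to 66. The number of peaks (1613), the 4 chromosome shares, the spacing of summits and the ratio without the pseudocount stayed within their limits. Keeping the 25% of peaks with the highest fold left 584 peaks by construction. Their median width was 375 bp, their median fold 11.6, their median −log10 q 16.3, their median IP tags 89 and their median ratio 44.7. On this subset chromosome 10 held 2.30 times its even share, chromosome 12 held 2.61 times and chromosome 15 held 0.473 times. Chromosome X stayed within its interval at 0.148 times. Counting peaks within 1000 bp of each other as a single peak changed nothing beyond the limits except the spacing of summits. Taking the span from the first to the last peak left the shares of chromosomes X, 10, 12 and 15 within their intervals. Shares of the other chromosomes were not followed. Every density rises on this shorter span by construction. The largest rise was that of chromosome 13, from 0.679 to 0.900 peaks per Mb, so its place among the chromosomes depends on the span.

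The excess of close summits was sensitive to the choice of distance and of random positions. The share within 10000 bp of another summit was 4.32 times the random median for the full list. It was 5.27 times at 5000 bp, 2.37 times at 100000 bp, 2.69 times with peaks within 1000 bp counted as a single peak, 2.56 times among peaks with a background below 1 control tag that were also counted in this way, and 7 times for the 25% of peaks with the highest fold, where the random median was 0.343%. Against summits moved by up to 500000 bp it was 1.86 times, and 1.19 times when peaks within 1000 bp were also counted as a single peak.

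The order of the strongest peaks depended on how enrichment was computed. Of the 10 peaks with the highest −log10 q, 7 were among the 10 highest by fold, 5 by fold with the control scaled up, 4 by IP tags and 3 by ratio without the pseudocount. The median enrichment was 26.1 without the pseudocount, 7.18 with it as deposited and 16.3 with the control scaled up. Across peaks, which are not independent replicates, the deposited fold had a Spearman correlation of 0.468 with the ratio without the pseudocount, 0.620 with the IP tags and 0.703 with the fold with the control scaled up.

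No paired analysis was possible because each group has 1 library and no test between groups was made. For the same reason no replicate was left out. The alternatives on promoter limits, protein-coding transcripts, overlap with whole peaks, GC-matched positions, summit windows, motif backgrounds, gene list windows and chromosome lengths without runs of N were not run, since they need a genome or annotation of the authors' build, which was not used here. The control's low depth limits every ratio: for 852 peaks the background equalled that of a single control tag over the summit or in 1000 bp.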

Other observations

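The tests of tied values, of control background at close summits, of X peaks above a minimum number of tags, of the tag counts of X peaks and of peak density over about 1 Mb were chosen only after the results were seen. The test of chromosome X at 50% of the autosomal tags and that of split regions were set out before their results were computed.

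The ties among the p-values of the list are a pattern that a reader of the peak list alone may want to examine. A candidate explanation is that the caller scaled the IP down to a shallower control, took the whole part of the scaled tag count, and tested it against a local Poisson background. With 1 factor, 0.193, this accounted for both fold and p in 100% of peaks, against at most 1.93% after p-values were shuffled between peaks. The backgrounds recovered in this way lay in 100% of peaks on the levels that a separate control library would give. This is consistent with an input used as control that had 5.18 times fewer tags than the IP. The scaling cost resolution. The 115 peaks tied at a −log10 p of 8.69 held between 26 and 31 IP tags each. At the lowest background, at least 16 IP tags were needed to reach the lowest −log10 p of the list, 4.99. Without scaling the IP down, 6 tags would have been enough under the same formula. Computed on the unscaled tags, the median −log10 p of the listed peaks would have been 51.2 in place of 10.9. That value takes the sparse control as known without error, and the wide ratio intervals show that it is not. The list therefore may leave out weaker enriched regions, and the order of its peaks depends on single control tags. No biological explanation applies to the ties, and none was tested.

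The low number of peaks on chromosome X may have a technical part. The labels do not give the sex of the animals, and cells with a single X would carry 50% of the autosomal depth there. To test 50% depth as the whole explanation, autosomal peaks were taken at 50% of their tags and of their background. The background was kept at no less than the lowest value, 0.108, and no counting error was added. Of these peaks 69.8% still passed the lowest −log10 p of the list, giving 0.618 peaks per Mb. The X density was 0.176, with an upper limit of 0.254. Keeping the background at its full value lowered the autosomal figure to 0.391, still above that limit. This test does not account for the narrower width that a peak would have at lower depth. A comparison less exposed to width counted X peaks with at least 30 tags against autosomal peaks with at least 60. There were 0.144 per Mb on X (0.0914 to 0.216) and 0.406 per Mb on the autosomes. This is tilted towards fewer X peaks, since 30 tags do not reach the threshold over a control tag at the summit, where the lowest peak on the list has 40. Keeping only the autosomal peaks that pass at 50% of their tags with their full background lowered the autosomal figure to 0.257, just above the upper limit of X. With minimums of 40 tags on X and 80 on the autosomes, filtered in the same way, the figures were 0.0878 (0.0480 to 0.147) and 0.175. If X otherwise had the peak density of the autosomes together, these values argue against 50% depth as the whole explanation, by a small margin in the last comparisons. The limits cover counting on X only, while single autosomes ranged from 0.536 to 1.77 peaks per Mb as listed. Single autosomes were not compared at 50% depth, so whether a sparse one would match X there is open. The values do not exclude a lower depth, which a single X per cell would not be enough to give. At 25% of the tags and the full background, autosomal peaks would stand at 0.0589 per Mb, below X. That figure counts all peaks and keeps the control background, which was not also taken at 25%. Strong peaks were not compared at 25%.

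For the strongest peaks the same comparison came out the other way. X peaks with at least 56 tags numbered 8, or 0.0502 per Mb (0.0217 to 0.0988), and autosomal peaks with at least 112 tags stood at 0.0647 per Mb, inside that interval. At an equal minimum of 56 tags the autosomes had 0.454 per Mb, so that 50% depth on X could account for the shortage of strong X peaks. The tag counts of X peaks also go with lower depth. Autosomal peaks that still passed at 50% of their tags had a median of 33, within the interval of the X median of 39.5 (33 to 54). The lowest background applied to 39.3% of X peaks (21.5% to 59.4%) and to 14.4% of autosomal peaks as listed. A depth on X below 50% remains open. Differences in mappability or in gene density, and a difference in ZHX2 binding, also remain open and were not tested, since no sequence or annotation of the build was used here.

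Close summits may arise from several sources. If splitting of single enriched regions were the whole explanation, counting peaks within 1000 bp of each other as a single peak would bring the share of summits within 10000 bp of another to the range of scattered positions. It fell from 8.15% to 4.93%, which stayed above the upper end of that range, 2.66%. Regions with a background of at least 1 control tag, as extra copies or open chromatin could give, would as the whole explanation leave no excess among peaks of lower background. Peaks with a background below 1 control tag, which excludes any control tag over the summit, were counted as single peaks within 1000 bp. Of these 1531 peaks, 3.01% had a neighbour within 10000 bp, above the range of scattered positions, 0.523% to 2.03%. A background of at least 1 control tag was held by 37.9% of close summits and 33.1% of the others, and a smaller contribution of such regions remains open. The low-background peaks still included raised backgrounds, for example 0.422 in 287 listed peaks and 0.844 in 68, against a lowest value of 0.108. Regions raised to such levels were not separated, so they remain open as an explanation. Splitting together with differences in density over about 1 Mb left no excess beyond the random range: the share was 1.19 times the random median. The low-background peaks also lay inside the range once their broad density was kept, 1.57% to 3.72%. A candidate explanation is therefore a mixture of split regions and peak-rich stretches of chromosome. Whether those stretches are rich in genes was not tested.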
